A study of Mus musculus with 12 samples. Its data were reported in "p300 suppresses the transition of myelodysplastic syndromes to acute myeloid leukemia" (2021).

How the data were processed

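The data are RNA sequencing counts of 12 libraries of sorted mouse LSK cells, 3 each of WT, p300KO, Tet2KO and p300KO_Tet2KO. RNA libraries were made by the authors from ribosomal RNA-depleted RNA and sequenced as paired-end reads of 100 bp. The authors aligned the reads to mm10 and spike-in sequences with STAR 2.6.0c and quantified genes with RSEM 1.3.0 and a Gencode annotation whose release is not stated. The deposited table holds RSEM expected counts (expected_counts) for 46517 genes, with no normalization, and each column is 1 library. Between 83.5% and 87.5% of the cells of a library are whole numbers. The counts were rounded to whole numbers. Totals ran from 18773903 to 79573664 per library, and each group held libraries of low and of high depth. Coordinates come from Gencode vM21 on mm10, whose gene identifiers match 17743 of the 17842 tested genes and do not match 99. Other assays of the study are not used here.

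The table was read with R 4.3.3. Genes with low counts were removed with filterByExpr of edgeR 4.0.16, which left 17842. Libraries were scaled by TMM and fitted together with edgeR quasi-likelihood models with 1 mean per group, where the common biological coefficient of variation was 0.203. The comparisons were p300KO_Tet2KO vs Tet2KO, p300KO vs WT, Tet2KO vs WT, p300KO_Tet2KO vs WT, and the interaction, the first of these minus the second. Tests were two-sided. A gene is called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison. The standard error is the log2 fold change divided by the square root of the F statistic, and intervals are 95%. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.10, so p-values come from the model fitted across all genes. The study adjusted its tests for a factor estimated from spike-in RNA. The table holds 0 spike-in genes, so no such factor and no spike-in scaling was used here.

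A total of 34 gene lists, fixed before the data were examined, cover hematopoietic lineages, other cell types the gate could hold, pathways and controls, and each has at least 5 tested members. Each was tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, adjusted over the 34 lists of a comparison. The test was repeated with a correlation estimated from the data, with fry, with a replicate block and with a sex covariate. Members were also adjusted over the list alone. Some genes belong to several lists, so the lists are not independent of each other. For example, the lymphoid list shares Notch1 with the Notch list, Tcf7 with the Wnt list and Irf8 with the granulocyte-monocyte list. It shares Flt3 and Ccr9 with the mast cell, basophil and dendritic cell list. The Myb and Hoxb list was picked by the study on the p300KO_Tet2KO and Tet2KO cells. The genes named are Ep300, Crebbp and Tet2, the genes the study names (Myb, Dntt, Notch1 and the Hoxb genes), and for each of the first 3 comparisons the 10 highest and 10 lowest log2 fold changes. The latter were taken among called genes of at least 5 CPM on average whose groups do not overlap, leaving out symbols of unnamed, pseudogene and antigen receptor segment genes. Up to 4 members of each list and the 10 smallest p-values of the interaction complete the rule, which was fixed before the data were examined.

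The alternatives fixed before the data were examined were DESeq2 size factors, a DESeq2 1.42.0 Wald test, limma-voom, no filter, a filter of 1 CPM in 3 libraries, a fit over the 6 libraries compared, a replicate block, and leaving out each library. A sex covariate (the share of Y-linked RNA missing from each library) and a fit without pseudogenes and chromosome 3 were added after the data were seen. Every split of the 6 libraries of a comparison into groups of 3 was fitted (10 splits), and 100 splits of the 12 libraries for the interaction.

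The models were tested on simulated counts with the libraries' own depths and dispersions, with 200 changed genes. For p300KO_Tet2KO vs Tet2KO, edgeR recovered 22.4% of 1.5-fold, 52.2% of 2-fold and 75.8% of 4-fold changes. The shares were 20.9%, 50.7% and 72.7% for p300KO vs WT, and 23.9%, 49.3% and 81.8% for Tet2KO vs WT. They were lower for the interaction, at 2.99%, 40.3% and 63.6%. The interaction first failed the bound set for it, and its lower bound was set after that result was seen. False calls made up 1.96% to 8.97% of edgeR calls, 3.77% to 11.5% of limma-voom calls and 13.8% to 23.3% of DESeq2 calls. A simulated list of 30 genes raised 1.5-fold was found, and 0 of 30 unchanged lists were called. The simulated counts did not carry over the correlation between genes of the real libraries. The list result therefore cannot show whether the preset correlation keeps false list calls low in the real data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.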

Results

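RNA was sequenced from bone marrow LSK cells, the lineage-negative, Sca-1-positive and c-Kit-positive fraction that holds hematopoietic stem cells and multipotent progenitors. The mice were aged 8 to 10 weeks and the cells were taken 2 weeks after poly(I:C), which switches on the Mx1-Cre transgene. By the genotypes the study gives, only the groups labelled as p300-deleted carried Mx1-Cre. Each comparison of a p300-deleted group with one that is not therefore also sets Cre carriers against mice without Cre. The 12 libraries form 4 groups of 3: WT, p300KO, Tet2KO and p300KO_Tet2KO. Ep300 encodes the histone acetyltransferase p300, Crebbp its paralog CBP, and Tet2 an enzyme that oxidises 5-methylcytosine. The total counts were 79573664, 35261427 and 18838681 in WT replicates 1, 2 and 3, and 25981738, 70530670 and 20149669 in p300KO. They were 56210721, 55309948 and 23354540 in Tet2KO, and 18773903, 67109621 and 24107452 in p300KO_Tet2KO. Levels are in CPM (read counts scaled to library size), as mean ± SD with n = 3 libraries per group, and a signed value beside a gene symbol is its log2 fold change. In a principal component analysis of log2 CPM, PC1 held 24.2% of the variance and ran from the WT libraries (-50.0 to -46.3) to those labelled p300KO_Tet2KO (34.8 to 50.9).

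The libraries differed in sex-linked RNA in a way that was not balanced over the groups. The 3 WT libraries held RNA of Y-linked genes (257 to 276 CPM) and at most 2.79 CPM of Xist, the RNA that coats the inactive X chromosome. The libraries p300KO replicate 3, Tet2KO replicate 3 and p300KO_Tet2KO replicates 1 and 3 held 5776 to 8103 CPM of Xist and at most 0.0522 CPM of Y-linked RNA. Tet2KO replicate 1 held both, at 3279 and 177 CPM. Mitochondrially encoded RNA took 0.503% of the counts in p300KO_Tet2KO replicate 2 and 1.18% to 1.53% in the other libraries. The RNA Gm26917 took 3.08% in WT replicate 3 and 2.92% in Tet2KO replicate 3, and 0.474% to 1.87% in the others.

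Ep300 (ENSMUSG00000055024.11, chromosome 15, 81585351 to 81652077 of mm10) was lower in both groups labelled as p300-deleted. Its level was 311 ± 27.5 CPM in WT and 200.02 ± 29.3 CPM in p300KO (log2 fold change -0.63, SE 0.11, adjusted p = 0.00647). It was 336 ± 20.3 CPM in Tet2KO and 173 ± 6.48 CPM in p300KO_Tet2KO (log2 fold change -0.95, SE 0.11, adjusted p = 5.46e-04). By library, Ep300 was at 307, 340 and 285 CPM in WT, 176, 233 and 192 in p300KO, 350, 346 and 313 in Tet2KO, and 166, 176 and 179 in p300KO_Tet2KO. Crebbp (ENSMUSG00000022521.9, chromosome 16, 4081328 to 4213997) was not called in any comparison, with 371 ± 10.5, 369 ± 35.5, 384 ± 31.6 and 363 ± 37.9 CPM in WT, p300KO, Tet2KO and p300KO_Tet2KO. By library it was at 372, 381 and 360 CPM in WT, 367, 335 and 406 in p300KO, 403, 401 and 348 in Tet2KO, and 385, 319 and 385 in p300KO_Tet2KO. Tet2 (ENSMUSG00000040943.11, chromosome 3, 133463679 to 133545139) was at 132 ± 10.2 CPM in WT and 47.7 ± 8.999 CPM in Tet2KO (log2 fold change -1.46, SE 0.16, adjusted p = 7.40e-04). The libraries labelled p300KO_Tet2KO held 125 ± 22.2 CPM of Tet2 RNA, close to the level in WT (log2 fold change -0.08, SE 0.15, adjusted p = 0.834) and above that in Tet2KO (log2 fold change 1.38, SE 0.16, adjusted p = 5.71e-04). By library, Tet2 was at 136, 139 and 120 CPM in WT, 139, 181 and 168 in p300KO, 56.6, 38.6 and 48.1 in Tet2KO, and 129, 101 and 145 in p300KO_Tet2KO. The Tet2 RNA level in the group labelled p300KO_Tet2KO therefore does not follow its label, and that group is named by its label only.

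**Figure D1:**
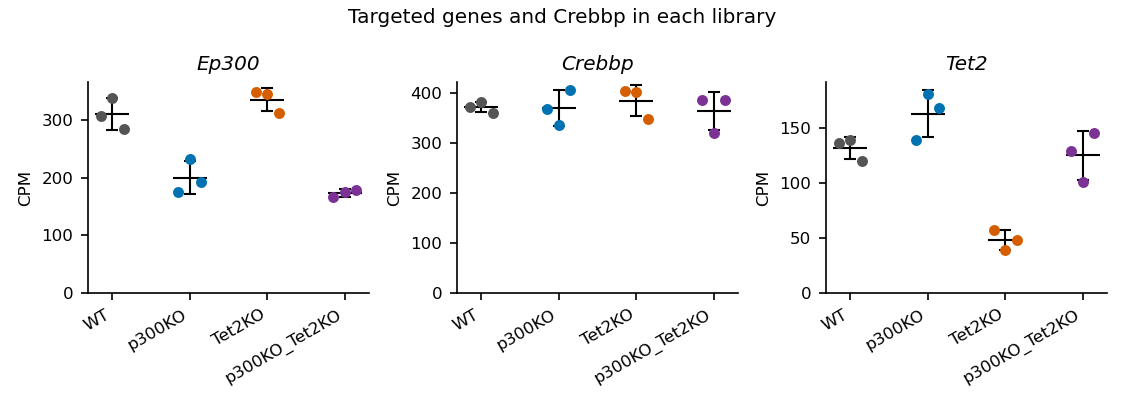
Level in CPM (vertical axis) of Ep300, Crebbp and Tet2 in each library (dots), by group (horizontal axis), with the mean (wide bar) and SD (whiskers) of the 3 libraries. Tet2 lies between 38.6 and 56.6 CPM in the Tet2KO libraries and between 101 and 145 CPM in those labelled p300KO_Tet2KO.

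The comparison of p300KO_Tet2KO with Tet2KO sets groups side by side that differ by label in p300 alone. Mx1-Cre and Tet2 RNA differ too, as given above, so its changes cannot be ascribed to p300 loss alone. Genes of early lymphoid development were lower as a list in the libraries labelled p300KO_Tet2KO (adjusted p = 1.53e-19, and adjusted p = 0.115 with an estimated correlation). Il7r, which encodes the alpha chain of the interleukin-7 receptor, fell from 28.3 ± 7.25 to 1.42 ± 0.0925 CPM (log2 fold change -4.33, SE 0.28, adjusted p = 7.15e-06). Dntt, which encodes the terminal transferase of antigen receptor rearrangement, fell from 389 ± 172 to 38.5 ± 17.1 CPM (log2 fold change -3.33, SE 0.43, adjusted p = 0.00108). Notch1, a receptor needed for T cell fate, fell from 396 ± 95.5 to 136 ± 27.4 CPM (log2 fold change -1.55, SE 0.19, adjusted p = 6.69e-04). Myb, a transcription factor of hematopoietic progenitors, rose from 756 ± 59.2 to 1011 ± 39.5 CPM (log2 fold change 0.42, SE 0.10, adjusted p = 0.0385). In all, 180 genes were higher and 515 lower of 17842 tested, 68 and 289 of them by at least 2-fold.

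Among genes higher in p300KO_Tet2KO than in Tet2KO were Arfgef3 (log2 fold change 1.48, SE 0.25, adjusted p = 0.00581), the sterol 27-hydroxylase gene Cyp27a1 (1.42, adjusted p = 0.0102), the lipid phosphatase gene Inppl1 (1.31, adjusted p = 2.61e-04), Shtn1, Slc6a15 and the keratin gene Krt80. Among the lower ones were Arpp21 (log2 fold change -3.39, SE 0.53, adjusted p = 0.00374), Cnn3 (-3.37, adjusted p = 7.15e-06), the potassium channel subunit gene Kcng1 (-3.25, adjusted p = 7.15e-06), the growth factor gene Fgf3 (-3.07, adjusted p = 5.99e-05) and the actin-severing protein gene Scin (-3.06, adjusted p = 0.00274). Each of these genes was called in all 6 fits that left out 1 library.

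The list of lymphoid priming and early B and T cell genes was lower as a group. Of 39 tested members, 0 were called higher, 21 lower and 18 not called, with 0 higher and 27 lower adjusted over the list alone (median log2 change -1.08, adjusted p = 1.53e-19, and adjusted p = 0.115 with an estimated correlation). Besides Il7r and Notch1, the recombinase gene Rag2 fell by 3.75 and Il12a by 1.11 on the log2 scale (adjusted p = 5.73e-04 and 5.73e-04). In the Notch pathway list, Notch1 was the 1 gene called, and the list was lower (0 higher, 1 lower and 31 not called of 32, with 0 and 4 adjusted over the list alone, median log2 change -0.14, adjusted p = 0.00258, and adjusted p = 0.505 with an estimated correlation). In the Wnt pathway list, the transcription factor gene Tcf7 fell (log2 fold change -1.77, adjusted p = 0.00205), and the list as a whole was not called (0 higher, 2 lower and 29 not called of 31, with 0 and 2 adjusted over the list alone, adjusted p = 0.0984). Its median was 0.01, its mean -0.23 and its test pointed down. Tcf7 is also a member of the lymphoid list.

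Genes of granulocyte-monocyte progenitors, a list that shares Irf8 with the lymphoid list, were lower too. Of 28 tested members, 0 were called higher, 6 lower and 22 not called, with 0 higher and 13 lower adjusted over the list alone (median log2 change -0.71, adjusted p = 4.88e-07, and adjusted p = 0.567 with an estimated correlation). Examples were the repressor gene Gfi1 (log2 fold change -0.95, adjusted p = 0.00149), Ly86 (-2.10, adjusted p = 0.00583) and Plac8 (-1.23, adjusted p = 0.00641). Markers of mast cells, basophils and dendritic cells, which the gate could hold, were also lower: 0 higher, 4 lower and 13 not called of 17, with 0 and 8 adjusted over the list alone (median log2 change -0.93, adjusted p = 3.93e-06, and adjusted p = 0.320 with an estimated correlation), with Cox6a2 at -3.08 (adjusted p = 0.00222) and the basophil protease gene Mcpt8 at -1.98 (adjusted p = 0.00960). For markers of mature T and NK cells the count was 0 higher, 2 lower and 12 not called of 14, with 0 and 7 adjusted over the list alone (median log2 change -1.26, adjusted p = 3.93e-06, and adjusted p = 0.115 with an estimated correlation). The genes called were Cd28 (-1.81, adjusted p = 0.0228) and Klrd1 (-1.88, adjusted p = 0.0268). The call of Cd28 ended without Tet2KO replicate 1, p300KO_Tet2KO replicate 1 or p300KO_Tet2KO replicate 2 (adjusted p up to 0.0824), and that of Klrd1 without any 1 library except Tet2KO replicate 2 (adjusted p up to 0.111). Markers of mature B and plasma cells gave 0 higher, 0 lower and 17 not called of 17, with 0 and 0 adjusted over the list alone (adjusted p = 0.780).

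Several signalling lists were lower. The type I interferon response list had 0 higher, 4 lower and 36 not called of 40, with 0 and 16 adjusted over the list alone (median log2 change -0.61, adjusted p = 3.80e-10, and adjusted p = 0.611 with an estimated correlation). The antiviral GTPase gene Mx1 was at -2.18 (adjusted p = 0.0178), and its call ended without any 1 of the 3 p300KO_Tet2KO libraries (adjusted p up to 0.0734). The calls of Mx2, Sp100 and Irf9 ended in at least 5 of the 6 fits that left out 1 library, with adjusted p up to 0.142, 0.118 and 0.150. RAS and MAPK feedback genes had 0 higher, 3 lower and 22 not called of 25, with 0 and 6 adjusted over the list alone (median log2 change -0.09, adjusted p = 0.00233, and adjusted p = 0.115 with an estimated correlation), with the phosphatase genes Dusp5 at -2.21 (adjusted p = 0.00378) and Dusp6 at -0.76 (adjusted p = 0.00695). TNF and NF-kB targets had 0 higher, 3 lower and 31 not called of 34, with 0 and 4 adjusted over the list alone (median log2 change -0.15, adjusted p = 0.00258, and adjusted p = 0.660 with an estimated correlation), with the activation marker gene Cd69 at -1.55 (adjusted p = 0.00753). IL2-STAT5 and cytokine signalling genes had 1 higher, 4 lower and 25 not called of 30, with 1 and 7 adjusted over the list alone (median log2 change -0.09, adjusted p = 0.0437, and adjusted p = 0.567 with an estimated correlation), with Bcl2, an inhibitor of apoptosis, at -1.30 (adjusted p = 1.33e-04) and Il10ra at -1.11 (adjusted p = 0.00233). The apoptosis list had 0 higher, 2 lower and 27 not called of 29, with 0 and 3 adjusted over the list alone (median log2 change -0.10, adjusted p = 0.0176, and adjusted p = 0.307 with an estimated correlation). The 2 called were Bcl2, which blocks apoptosis, and the death ligand gene Tnfsf10 (-0.60, adjusted p = 0.00753).

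Growth-related lists were slightly higher in p300KO_Tet2KO than in Tet2KO with a preset correlation, with no member called higher in the cell cycle, Myc, oxidative phosphorylation or DNA repair lists. With the sex covariate, the cell cycle, oxidative phosphorylation and DNA repair lists lost their call (adjusted p = 0.106, 0.0939 and 0.0679) and the Myc list kept it (adjusted p = 0.0445). The lists were 52 cell cycle and E2F targets (median log2 change 0.13, adjusted p = 0.0128, and adjusted p = 0.787 with an estimated correlation) and 38 Myc targets (median log2 change 0.13, adjusted p = 0.0101, and adjusted p = 0.787 with an estimated correlation). The others were 29 nuclear oxidative phosphorylation genes (median log2 change 0.09, adjusted p = 0.0325, and adjusted p = 0.787 with an estimated correlation) and 41 DNA repair genes (median log2 change 0.14, adjusted p = 0.0137, and adjusted p = 0.787 with an estimated correlation). In the DNA repair list, Xpc was called lower (-0.44, adjusted p = 0.0349), a call that ended without replicate 1 or 2 of Tet2KO or replicate 1 or 3 of p300KO_Tet2KO (adjusted p up to 0.137). The Hoxa cluster and Meis1 partners were higher (1 higher, 0 lower and 9 not called of 10, with 1 and 0 adjusted over the list alone, median log2 change 0.15, adjusted p = 0.0263, and adjusted p = 0.714 with an estimated correlation), with Pbx3 at 0.96 (adjusted p = 0.00162). The 15 mitochondrially encoded genes were lower with none called (median log2 change -0.31, adjusted p = 0.0127, and adjusted p = 0.773 with an estimated correlation), beside the low mitochondrial share of p300KO_Tet2KO replicate 2 given above. The lists of immediate-early genes (median log2 change -0.29, adjusted p = 0.0127, and adjusted p = 0.787 with an estimated correlation) and of MHC genes (median log2 change -0.17, adjusted p = 0.0128, and adjusted p = 0.779 with an estimated correlation) were also lower with no member called. The Myb and Hoxb list was picked by the study on these samples, so its direction is not independent evidence: 1 higher, 0 lower and 5 not called of 6, with 1 and 0 adjusted over the list alone (median log2 change 0.22, adjusted p = 0.0770, and adjusted p = 0.614 with an estimated correlation). Myb was the member called, and Hoxb3 was at 10.9 ± 1.60 and 11.3 ± 1.02 CPM in Tet2KO and p300KO_Tet2KO. The lists not called had adjusted p from 0.0770 to 0.942.

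No list kept its call in this comparison with an estimated correlation between genes. With a replicate block, the call of IL2-STAT5 and cytokine signalling ended, as given below. With the sex covariate, 12 of the 18 list calls stayed, and besides the growth-related lists named above, those of immediate-early genes, IL2-STAT5 and cytokine signalling and MHC genes ended (adjusted p = 0.0648, 0.127 and 0.0675). The number of called genes was 426 without Tet2KO replicate 1, 407 without Tet2KO replicate 2, 391 without p300KO_Tet2KO replicate 1 and 387 without p300KO_Tet2KO replicate 3. The call of Myb ended without any 1 library other than Tet2KO replicate 3, with adjusted p up to 0.141. A DESeq2 Wald test called 1252 genes, and a fit over the 6 libraries alone 345. Libraries with high Xist and no Y-linked RNA were 2 of 3 in p300KO_Tet2KO and 1 of 3 in Tet2KO, where 1 more held both.

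**Figure D2:**
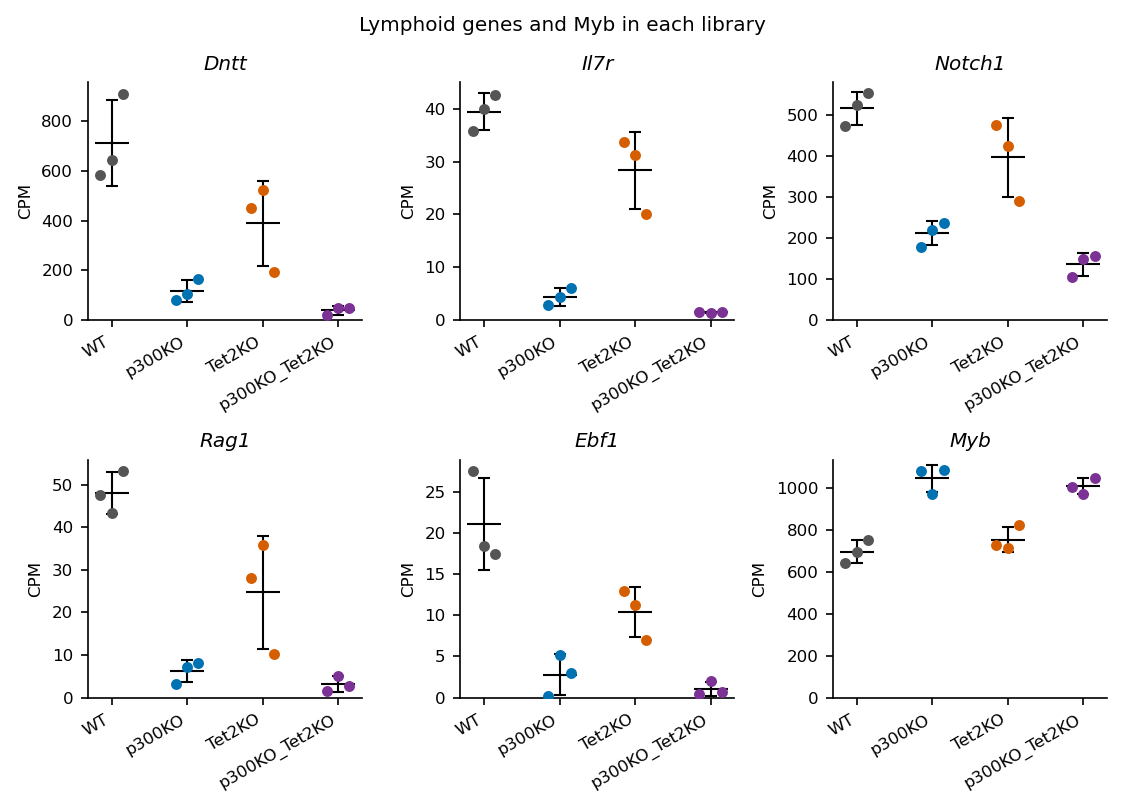
Level in CPM (vertical axis) of Dntt, Il7r, Notch1, Rag1, Ebf1 and Myb in each library (dots), by group (horizontal axis), with the mean (wide bar) and SD (whiskers) of the 3 libraries. Notch1 lies between 290 and 475 CPM in the Tet2KO libraries and between 104 and 155 CPM in those labelled p300KO_Tet2KO.

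The comparison of p300KO with WT asks what p300 loss does with Tet2 intact, although Mx1-Cre also differs between these groups. The same early lymphoid list was lower (adjusted p = 5.98e-24, and adjusted p = 0.161 with an estimated correlation). Il7r fell from 39.4 ± 3.49 to 4.37 ± 1.62 CPM (log2 fold change -3.18, SE 0.25, adjusted p = 5.84e-05), and Dntt from 713 ± 174 to 117 ± 42.5 CPM (log2 fold change -2.61, SE 0.42, adjusted p = 0.00482). Notch1 fell from 516 ± 40.3 to 211 ± 29.6 CPM (log2 fold change -1.29, SE 0.19, adjusted p = 0.00266). Myb rose from 698 ± 55.2 to 1049 ± 63.7 CPM (log2 fold change 0.59, SE 0.10, adjusted p = 0.00761). In all, 189 genes were higher and 509 lower, 86 and 264 of them by at least 2-fold.

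Among the genes higher in p300KO than in WT were Krt80 (log2 fold change 1.97, SE 0.19, adjusted p = 2.29e-04), Cyp27a1 (1.58, adjusted p = 0.00663), Arfgef3 (1.56, adjusted p = 0.00535), the axon guidance receptor gene Robo3 (1.52, adjusted p = 0.00563), Naip6 and Tcaf1. Among the lower ones were the Wnt inhibitor gene Apcdd1 (log2 fold change -3.96, SE 0.31, adjusted p = 5.84e-05), the RNA helicase gene Ddx4 (-3.31, adjusted p = 8.98e-05), the cytokine receptor gene Il31ra (-2.94, adjusted p = 0.00174) and the recombinase genes Rag1 (-2.95, adjusted p = 0.00524) and Rag2 (-2.93, adjusted p = 0.00197). Each was called in all 6 fits that left out 1 library.

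In the lymphoid list, of 39 tested members, 0 were called higher, 22 lower and 17 not called, with 0 higher and 30 lower adjusted over the list alone (median log2 change -1.06, adjusted p = 5.98e-24, and adjusted p = 0.161 with an estimated correlation). The Notch pathway list was lower (0 higher, 3 lower and 29 not called of 32, with 0 and 7 adjusted over the list alone, median log2 change -0.08, adjusted p = 0.00505, and adjusted p = 0.743 with an estimated correlation), and its called members besides Notch1 were the Notch target genes Nrarp (-1.79, adjusted p = 9.35e-04) and Dtx4 (-2.09, adjusted p = 0.00845). The Wnt pathway list was lower (0 higher, 3 lower and 28 not called of 31, with 0 and 4 adjusted over the list alone, median log2 change -0.11, adjusted p = 0.0182, and adjusted p = 0.743 with an estimated correlation), with Tcf7 at -1.33 (adjusted p = 0.00925), and its call ended with the sex covariate (adjusted p = 0.112). Megakaryocyte genes were higher (6 higher, 0 lower and 15 not called of 21, with 11 and 1 adjusted over the list alone, median log2 change 0.67, adjusted p = 1.78e-06, and adjusted p = 0.476 with an estimated correlation), with the integrin gene Itga2b at 1.07 (adjusted p = 7.09e-04) and Rab27b at 1.08 (adjusted p = 0.00535). Nucleosome histone genes were higher as a list, with 0 higher, 0 lower and 22 not called of 22, with 5 and 0 adjusted over the list alone (median log2 change 0.52, adjusted p = 5.43e-07, and adjusted p = 0.763 with an estimated correlation). RAS and MAPK feedback genes were lower (0 higher, 3 lower and 22 not called of 25, with 0 and 3 adjusted over the list alone, median log2 change -0.15, adjusted p = 0.00571, and adjusted p = 0.242 with an estimated correlation), with Dusp6 at -0.91 (adjusted p = 0.00266). Markers of mature T and NK cells were lower (0 higher, 2 lower and 12 not called of 14, with 0 and 3 adjusted over the list alone, median log2 change -0.15, adjusted p = 0.0474, and adjusted p = 0.763 with an estimated correlation), with Cd28 at -2.14 (adjusted p = 0.0119), a call that ended without p300KO replicate 2 (adjusted p = 0.0521). The type I interferon list was lower with no member called (median log2 change -0.23, adjusted p = 5.72e-04, and adjusted p = 0.921 with an estimated correlation), as were Myc targets (median log2 change -0.15, adjusted p = 0.00571, and adjusted p = 0.921 with an estimated correlation), while cytoplasmic ribosomal protein genes were higher with none called (median log2 change 0.11, adjusted p = 0.0105, and adjusted p = 0.921 with an estimated correlation). Granulocyte-monocyte progenitor genes were not called as a list (2 higher, 0 lower and 26 not called of 28, with 2 and 0 adjusted over the list alone, adjusted p = 0.133). The study picked Myb and the Hoxb genes on p300KO_Tet2KO vs Tet2KO, which shares no libraries with this comparison. Whether the values here were also seen before the pick is not stated. The Myb and Hoxb list had 1 higher, 0 lower and 5 not called of 6, with 1 and 0 adjusted over the list alone (adjusted p = 0.356). The lists not called had adjusted p from 0.133 to 0.855.

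No list kept its call in this comparison with an estimated correlation. The number of called genes was 244 without WT replicate 1, 264 without WT replicate 2, 360 without p300KO replicate 1, 397 without p300KO replicate 2 and 322 without p300KO replicate 3. The call of Myb ended without WT replicate 1 (adjusted p = 0.0542). A DESeq2 Wald test called 1219 genes. Libraries with high Xist and no Y-linked RNA were 1 of 3 in p300KO and 0 of 3 in WT.

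The p300 comparisons shared genes across the Tet2 labels. Of the genes called, 269 were lower in both comparisons, where independent lists would share 14.7, and 53 were higher in both, where independent lists would share 1.91. No gene was called in opposite directions. Of the 698 genes called in p300KO vs WT, 661 (94.7%) had the same sign in p300KO_Tet2KO vs Tet2KO, and of the 695 called in the latter, 661 (95.1%) had the same sign in the former. The genes lower in p300KO vs WT had a median log2 change of -1.07 there and -0.79 in p300KO_Tet2KO vs Tet2KO. Those lower in p300KO_Tet2KO vs Tet2KO had a median of -1.16 there and -0.70 in p300KO vs WT. The genes higher in p300KO vs WT had a median of 0.92 there and 0.41 in p300KO_Tet2KO vs Tet2KO. Those higher in p300KO_Tet2KO vs Tet2KO had a median of 0.75 there and 0.49 in p300KO vs WT. Across all 17842 genes, which are not independent replicates, the log2 changes correlated with Pearson's r = 0.351 and Spearman's rho = 0.303, with r = 0.524 over the 11360 genes of at least 5 CPM and r = 0.121 with no filter on low counts.

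**Figure D3:**
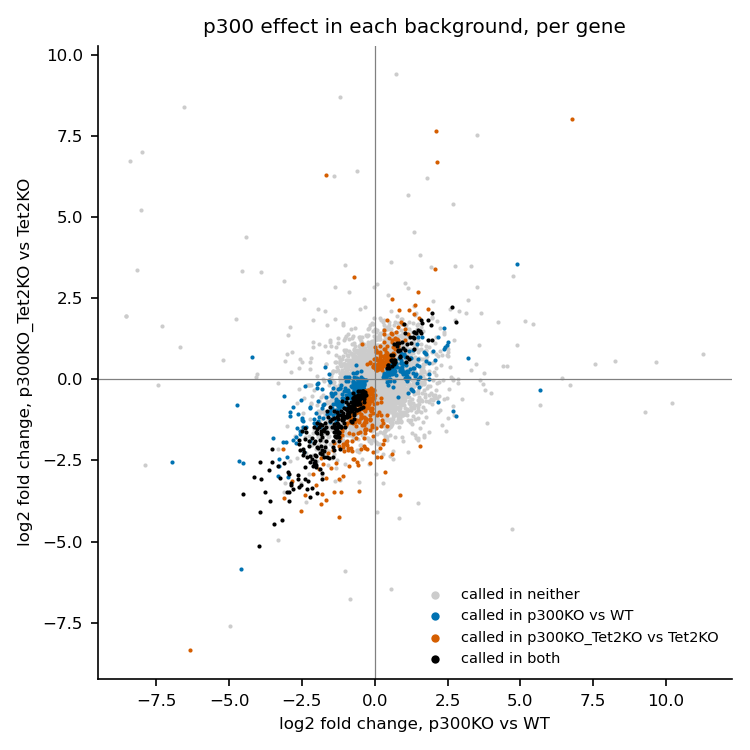
Log2 fold change of each tested gene (dots) in p300KO vs WT (horizontal axis) and in p300KO_Tet2KO vs Tet2KO (vertical axis), coloured by the comparison in which it was called at an adjusted p under 0.05. The genes called in both lie in the lower left (269) and the upper right (53).

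The comparison of Tet2KO with WT asks what Tet2 loss does with p300 intact. Tet2 fell, as given above, and fewer genes were called than in either p300 comparison: 86 higher and 27 lower, 72 and 16 of them by at least 2-fold. The histone gene Hist1h2al was at 0.318 ± 0.136 CPM in WT and 159 ± 25.6 CPM in Tet2KO (log2 fold change 9.23, SE 0.23, adjusted p = 2.21e-10), and the tropomyosin-related Tpm3-rs7 at 4.04 ± 0.141 and 137 ± 19.6 CPM (log2 fold change 5.09, SE 0.27, adjusted p = 8.24e-07). Both followed the Tet2 label in the other groups, with 0.361 ± 0.0796 and 3.71 ± 0.820 CPM in p300KO and 227 ± 18.1 and 180.1 ± 69.7 CPM in p300KO_Tet2KO. Other higher genes were Fhdc1 (1.98, adjusted p = 0.00154) and Pld4 (1.46, adjusted p = 0.00207). Lower ones were Cep85 (log2 fold change -2.11, SE 0.22, adjusted p = 6.04e-04), the inhibitory receptor gene Btla (-2.09, adjusted p = 0.00520) and Cnn3 (-1.56, adjusted p = 0.00129). Pseudogenes made up 20 of the 86 higher genes (23.3%), and 14 of the 112 called genes other than Tet2 (12.5%) lay on chromosome 3, which holds Tet2. Fhdc1 and Cnn3, named above, are among these 14. Both also differed in the same direction between p300KO and WT, where the Tet2 label does not differ. Fhdc1 was at 2.14 ± 0.382 CPM in WT and 7.24 ± 1.68 CPM in p300KO, and Cnn3 at 78.9 ± 19.8 and 15.7 ± 3.54 CPM.

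Among the lists, granulocyte-monocyte progenitor genes were higher in Tet2KO (1 higher, 0 lower and 27 not called of 28, with 5 and 0 adjusted over the list alone, median log2 change 0.58, adjusted p = 3.97e-06, and adjusted p = 0.835 with an estimated correlation). The member called was the receptor gene Csf1r (1.38, adjusted p = 0.0259), a call that ended without replicate 1 or 2 of WT or replicate 1 or 3 of Tet2KO (adjusted p up to 0.163). The lymphoid list was lower (0 higher, 1 lower and 38 not called of 39, with 0 and 12 adjusted over the list alone, median log2 change -0.47, adjusted p = 1.31e-09, and adjusted p = 0.453 with an estimated correlation), with Btla the gene called. Megakaryocyte genes were higher (1 higher, 0 lower and 20 not called of 21, with 3 and 0 adjusted over the list alone, median log2 change 0.21, adjusted p = 0.0149, and adjusted p = 0.835 with an estimated correlation), with the platelet selectin gene Selp at 2.07 (adjusted p = 0.0402), a call that ended without any 1 library except Tet2KO replicate 2 (adjusted p up to 0.205). Myc targets were lower (0 higher, 1 lower and 37 not called of 38, with 0 and 4 adjusted over the list alone, median log2 change -0.23, adjusted p = 2.32e-09, and adjusted p = 0.835 with an estimated correlation), as were RAS and MAPK feedback genes (0 higher, 1 lower and 24 not called of 25, with 0 and 1 adjusted over the list alone, median log2 change -0.17, adjusted p = 0.00383, and adjusted p = 0.418 with an estimated correlation). With no member called, cell cycle and E2F targets (median log2 change -0.13, adjusted p = 1.55e-04, and adjusted p = 0.860 with an estimated correlation), nuclear oxidative phosphorylation genes (median log2 change -0.12, adjusted p = 0.00225, and adjusted p = 0.860 with an estimated correlation), DNA repair genes (median log2 change -0.11, adjusted p = 0.00225, and adjusted p = 0.835 with an estimated correlation), hypoxia and glycolysis genes (median log2 change -0.11, adjusted p = 0.0149, and adjusted p = 0.835 with an estimated correlation) and housekeeping controls (median log2 change -0.15, adjusted p = 0.0239, and adjusted p = 0.835 with an estimated correlation) were lower. Nucleosome histone genes were higher, also with none called (median log2 change 0.29, adjusted p = 0.0149, and adjusted p = 0.940 with an estimated correlation). The Myb and Hoxb list, picked by the study on these samples, was higher (0 higher, 0 lower and 6 not called of 6, with 2 and 0 adjusted over the list alone, median log2 change 0.58, adjusted p = 9.49e-04, and adjusted p = 0.418 with an estimated correlation), which is not independent evidence. The lists not called had adjusted p from 0.143 to 0.998. With the sex covariate, lists of long-term HSC genes, immediate-early genes and MHC genes were also called, as higher (adjusted p = 0.0189, 0.00322 and 0.0112, where the estimated correlation without the covariate gave adjusted p = 0.940, 0.940 and 0.940).

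No list kept its call in this comparison with an estimated correlation. The number of called genes was 36 without WT replicate 1, 38 without WT replicate 2, 42 without Tet2KO replicate 1 and 205 without Tet2KO replicate 2. It was 497 with a DESeq2 Wald test, 170 with limma-voom, 227 with no filter on low counts, 58 in a fit over the 6 libraries alone, and 64 without pseudogenes and chromosome 3. Of the 26 calls of named genes, 8 were kept in every fit that left out 1 library and 18 ended in at least 1. Libraries with high Xist were 2 of 3 in Tet2KO, 1 of them with Y-linked RNA, and 0 of 3 in WT.

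Against WT, the libraries labelled p300KO_Tet2KO had the most called genes, 627 higher and 877 lower, 346 and 455 of them by at least 2-fold. Il7r was at 39.4 ± 3.49 CPM in WT and 1.42 ± 0.0925 CPM in p300KO_Tet2KO (log2 fold change -4.80, SE 0.28, adjusted p = 1.23e-06). Dntt (-4.20, adjusted p = 1.43e-04), Notch1 (-1.93, adjusted p = 7.79e-05), Rag2 (-4.64, adjusted p = 7.79e-05) and Tcf7 (-2.53, adjusted p = 8.02e-05) fell, and Myb rose (0.54, adjusted p = 0.00574). In the lymphoid list, of 39 tested members, 0 were called higher, 30 lower and 9 not called, with 1 higher and 35 lower adjusted over the list alone (median log2 change -1.56, adjusted p = 3.17e-28, and adjusted p = 0.0506 with an estimated correlation). RAS and MAPK feedback genes were lower (0 higher, 5 lower and 20 not called of 25, with 1 and 8 adjusted over the list alone, median log2 change -0.29, adjusted p = 2.79e-06, and adjusted p = 0.0400 with an estimated correlation), with Dusp5 at -2.88 (adjusted p = 3.81e-04) and Dusp6 at -1.55 (adjusted p = 3.63e-05), and this was the 1 list of the 5 comparisons that kept its call with an estimated correlation. The Notch pathway list was lower (0 higher, 7 lower and 25 not called of 32, with 0 and 8 adjusted over the list alone, median log2 change -0.14, adjusted p = 0.00229, and adjusted p = 0.408 with an estimated correlation), with the ligand gene Jag2 at -1.78 (adjusted p = 0.00256) and Nrarp at -1.12 (adjusted p = 0.00553).

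Markers of mast cells, basophils and dendritic cells were lower in p300KO_Tet2KO than in WT (0 higher, 7 lower and 10 not called of 17, with 0 and 9 adjusted over the list alone, median log2 change -1.54, adjusted p = 1.78e-06, and adjusted p = 0.268 with an estimated correlation), with Flt3, a receptor of multipotent and dendritic progenitors, at -1.56 (adjusted p = 3.44e-04). So were the markers of mature T and NK cells (0 higher, 4 lower and 10 not called of 14, with 0 and 6 adjusted over the list alone, median log2 change -1.05, adjusted p = 3.64e-04, and adjusted p = 0.247 with an estimated correlation), stromal and endothelial markers (0 higher, 2 lower and 8 not called of 10, with 0 and 2 adjusted over the list alone, median log2 change -0.78, adjusted p = 0.0119, and adjusted p = 0.314 with an estimated correlation), interferon genes (0 higher, 7 lower and 33 not called of 40, with 0 and 11 adjusted over the list alone, median log2 change -0.35, adjusted p = 1.54e-06, and adjusted p = 0.768 with an estimated correlation), TNF targets (0 higher, 3 lower and 31 not called of 34, with 0 and 4 adjusted over the list alone, median log2 change -0.12, adjusted p = 0.0141, and adjusted p = 0.768 with an estimated correlation) and Myc targets (0 higher, 1 lower and 37 not called of 38, with 0 and 1 adjusted over the list alone, median log2 change -0.10, adjusted p = 0.0149, and adjusted p = 0.879 with an estimated correlation). With the sex covariate the calls of the stromal and endothelial markers and of the TNF targets ended (adjusted p = 0.0523 and 0.268), while long-term HSC genes were called higher (adjusted p = 0.0210) and granulocyte-monocyte progenitor genes, cell cycle and E2F targets and mitochondrially encoded genes lower (adjusted p = 0.0170, 0.0163 and 0.00408). With an estimated correlation and no covariate, these 4 had adjusted p = 0.891, 0.953, 0.953 and 0.879. The 2 stromal and endothelial markers called were Emcn and Pecam1. Emcn, which lies on chromosome 3 as Tet2 does, was also lower in Tet2KO than in WT (-1.32, adjusted p = 0.0127). Nucleosome histone genes were higher with none called (median log2 change 0.28, adjusted p = 0.0334, and adjusted p = 0.879 with an estimated correlation). The Myb and Hoxb list, picked by the study on these samples and so not independent evidence, was higher (4 higher, 0 lower and 2 not called of 6, with 6 and 0 adjusted over the list alone, median log2 change 0.69, adjusted p = 9.53e-05, and adjusted p = 0.154 with an estimated correlation). Hoxb3 (0.65, adjusted p = 0.0380), Hoxb5 (1.11, adjusted p = 0.0311) and Hoxb6 (1.42, adjusted p = 0.0270) were called there, and each call ended when a library was left out. It ended for Hoxb3 without any 1 library, for Hoxb5 without any except p300KO_Tet2KO replicate 1, and for Hoxb6 without WT replicate 2, WT replicate 3 or p300KO_Tet2KO replicate 2, with adjusted p up to 0.142, 0.132 and 0.121. Mature B and plasma cell markers were not called as a list (adjusted p = 0.908), and their median (0.39) and mean (0.37) were above 0 while the test pointed down. The number of called genes was 886 without WT replicate 1, 872 without WT replicate 2 and 940 without p300KO_Tet2KO replicate 3.

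The interaction is the change of p300KO_Tet2KO vs Tet2KO minus that of p300KO vs WT, and since Tet2 RNA differs in the former it is not a difference in the p300 effect alone. Tet2 itself had an interaction of 1.08 on the log2 scale (SE 0.22, adjusted p = 0.491), and the smallest p among the ranked genes belonged to Pld4 (log2 fold change -1.64, SE 0.26, adjusted p = 0.384). The chemokine gene Ccl9 (-1.34, adjusted p = 0.384) and Gfi1 (-0.83, adjusted p = 0.491) were also among the 10 ranked first, and none of them passed the threshold. For Dntt and Notch1 the interaction was -0.72 and -0.26 (adjusted p = 0.800 and 0.838). No gene was called with edgeR, where 1268 had an unadjusted p under 0.05 and chance gives 892. DESeq2 called 49 and limma-voom 0. Without WT replicate 3 the count was 14, and without Tet2KO replicate 2 it was 1. In simulated data with an interaction, 40.3% of 2-fold and 63.6% of 4-fold changes were recovered. The lymphoid list had a median interaction of 0.04 (adjusted p = 0.727). For granulocyte-monocyte progenitor genes the median was -0.95 (adjusted p = 1.93e-12, and adjusted p = 0.486 with an estimated correlation), and for megakaryocyte genes -0.96 (adjusted p = 1.64e-09, and adjusted p = 0.446 with an estimated correlation).

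**Figure D4:**
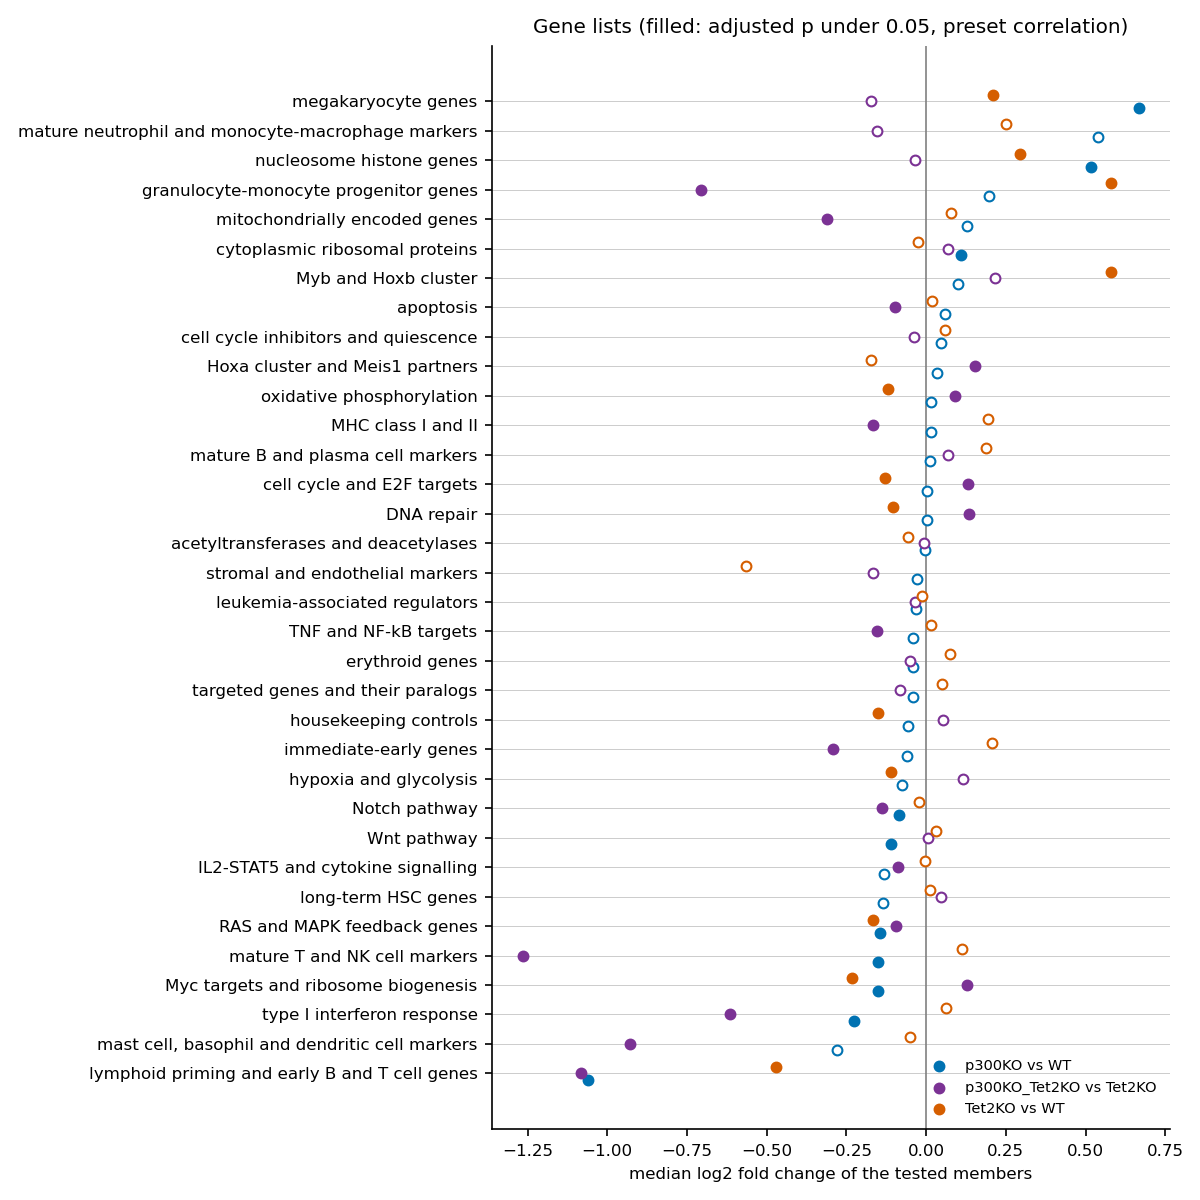
Median log2 fold change (horizontal axis) of the tested members of each gene list (vertical axis) in p300KO vs WT, p300KO_Tet2KO vs Tet2KO and Tet2KO vs WT, filled where the list was called with a preset correlation between genes. The lymphoid list lies at -1.06, -1.08 and -0.47.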

Values the study reported

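The study reports 939 genes lower and 438 genes higher on p300 loss in Tet2-null LSK cells. Of the lower genes, 284 lay near active enhancers that were lost. Of the changed genes, 350 were Myb targets, and 303 of those were lower. The study mapped the enhancers in lineage-negative bone marrow cells and the Myb targets in WT lineage-negative cells. The RNA came from sorted LSK cells.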

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

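The tests of the interaction in the gene lists were planned before the data were examined, and the 5 tests that weigh explanations below were chosen after the results were seen. The change in p300KO_Tet2KO vs Tet2KO differed from that in p300KO vs WT for 13 gene lists, by a test of the difference itself with a preset correlation between genes. Tet2 RNA also rises in the former, so these differences cannot be ascribed to p300 alone. None of the 13 kept its call with an estimated correlation, where adjusted p ran from 0.446 to 0.910, and 0 single genes passed the edgeR test, with 1268 at an unadjusted p under 0.05, 49 called by DESeq2 and 0 by limma-voom. Each value below is the median log2 difference over the list.

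Lists of blood lineages differed. Granulocyte-monocyte progenitor genes had a value of -0.95 (adjusted p = 1.93e-12), with a median of -0.71 in p300KO_Tet2KO vs Tet2KO and 0.20 in p300KO vs WT. Against WT their median was 0.58 in Tet2KO and -0.01 in p300KO_Tet2KO. With the sex covariate the list was called lower in p300KO_Tet2KO than in WT, as given above. Megakaryocyte genes had -0.96 (adjusted p = 1.64e-09), with -0.17 and 0.67. Markers of mast cells, basophils and dendritic cells had -0.92 (adjusted p = 0.00950), with -0.93 and -0.28. Markers of mature T and NK cells had -1.07 (adjusted p = 0.0457), with -1.26 and -0.15, and lost their call with the sex covariate (adjusted p = 0.0504), with which markers of mature neutrophils and macrophages and MHC genes were called lower (adjusted p = 0.0420 and 0.0422, and adjusted p = 0.910 and 0.910 with an estimated correlation and no covariate).

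Growth-related lists differed by small amounts in the other direction. Myc targets had a value of 0.25 (adjusted p = 1.86e-07), cell cycle and E2F targets 0.15 (adjusted p = 0.0405) and DNA repair genes 0.11 (adjusted p = 0.00559). The call of cell cycle and E2F targets ended with a replicate block, as given below. Nucleosome histone genes had -0.49 (adjusted p = 4.21e-06) and mitochondrially encoded genes -0.49 (adjusted p = 0.00559), the latter beside the low mitochondrial share of p300KO_Tet2KO replicate 2 (0.503%). Immediate-early genes had -0.39 (adjusted p = 0.00680), TNF and NF-kB targets -0.17 (adjusted p = 0.010045), type I interferon genes -0.19 (adjusted p = 0.0167) and apoptosis genes -0.084 (adjusted p = 0.0135).

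Tet2 RNA at the WT level in the libraries labelled p300KO_Tet2KO is a pattern to follow up: if these libraries came from mice without the Tet2-targeted background, the 112 other genes called between Tet2KO and WT should stay near their p300KO level there. Their median log2 shift from p300KO, signed by the Tet2KO change, was 1.02, 0.89 and 0.98 in the 3 libraries, against 1.72 for Tet2KO from WT and -0.15 to 0.13 among the p300KO libraries, which argues against it. The values are 0.517 to 0.591 of the Tet2KO shift, so the lowest only just passed the bound of 0.5 that was set for them. If p300 loss raised Tet2 RNA alike in both backgrounds, the Tet2 interaction should be near 0, and its unadjusted 95% interval began at 0.60. The log2 change of Tet2 was 1.38 in p300KO_Tet2KO vs Tet2KO and 0.31 in p300KO vs WT. The interval comes from the same group levels that showed the pattern, so it is not an independent test of this explanation. Tet2 was also not called in the interaction, as given above, and the explanation stays open. A change in the transcript made from the targeted allele, or a different Tet2 allele in those mice, may also account for the Tet2 RNA level and was not tested.

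Near-identical gene copies among the highest Tet2KO vs WT calls are a pattern that the Tet2 label divides. Pseudogenes made up 23.3% of the 86 genes higher in Tet2KO, against 6.77% of the other tested genes (Fisher's exact test, p = 1.04e-06), in line with reads shared between copies. Of the called genes other than Tet2, 12.5% lay on chromosome 3, against 5.53% of the rest (Fisher's exact test, p = 0.00535), in line with strain variants carried with the targeted Tet2 locus, although the study states a C57BL/6 background for all mice. The chromosome 3 test counted the whole chromosome and did not look at distance from Tet2. Of the 20 pseudogenes, 19 were also at a higher level in p300KO_Tet2KO than in p300KO. A fit without pseudogenes and chromosome 3 still called 64 genes, which cannot be told apart from strain variants on other chromosomes, since these follow the Tet2 label, and an effect of Tet2 loss stays open.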

How the results depend on the processing

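The sex covariate, the fit without pseudogenes and chromosome 3, and the alternatives of the correlation other than the 5 CPM minimum were chosen after the results were seen. A change of sign counted as reversed only where the main fit or the alternative called the gene. Sign changes of genes called in neither fit were not counted. By that rule, 0 of 11537 values under alternatives reversed among 727 results of the named genes. Of these values, 135 lost the call in p300KO vs WT, 156 in p300KO_Tet2KO vs Tet2KO, 124 in p300KO_Tet2KO vs WT and 94 in Tet2KO vs WT, while 71, 76, 37 and 73 gained one, and 20 gained one in the interaction. DESeq2 size factors moved the median of all genes by less than 0.01 on the log2 scale, and no count by over 1.5 times. Spike-in alternatives (2 factors, and library sizes from spike-ins) could not be run, since the table holds 0 spike-in genes. In simulated data, 22.4% of 1.5-fold changes were recovered in p300KO_Tet2KO vs Tet2KO.

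A DESeq2 Wald test gave 1252 genes in p300KO_Tet2KO vs Tet2KO, 1219 in p300KO vs WT, 497 in Tet2KO vs WT (64.4% higher, against 76.1%) and 49 in the interaction. In simulated data, 13.8% to 23.3% of its calls were false. Limma-voom gave 170 in Tet2KO vs WT. No filter gave 227 there and 2 in the interaction. A fit over the 6 libraries compared gave 345 in p300KO_Tet2KO vs Tet2KO and 58 in Tet2KO vs WT. Without pseudogenes and chromosome 3, Tet2KO vs WT had 64. Of its 113 genes, 78 remained in the test and 64 kept their call, so the removal of genes accounts for part of the drop. For the rest and for the other alternatives the cause was not tested.

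The correlation of the p300 comparisons (0.351) was 0.307 with DESeq2, 0.121 with no filter, 0.438 with a filter of 1 CPM in 3 libraries, 0.388 without pseudogenes and chromosome 3 and 0.524 over genes of at least 5 CPM. Leaving out 1 library gave 387 to 767 genes in p300KO_Tet2KO vs Tet2KO, 244 to 651 in p300KO vs WT, 36 to 205 in Tet2KO vs WT, 872 to 1208 in p300KO_Tet2KO vs WT and 0 to 14 in the interaction, and a correlation of 0.268 to 0.343. Fewer libraries were fitted there, and beyond that the cause was not tested. With the sex covariate, 663 of 695, 507 of 698, 75 of 113 and 997 of 1504 genes kept their call in p300KO_Tet2KO vs Tet2KO, p300KO vs WT, Tet2KO vs WT and p300KO_Tet2KO vs WT.

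Of the 64 list calls with a preset correlation, camera with an estimated correlation kept 1. It called 0 lists in p300KO_Tet2KO vs Tet2KO, 0 in p300KO vs WT, 0 in Tet2KO vs WT, 1 in p300KO_Tet2KO vs WT and 0 in the interaction. Fry, which tests whether the genes of a list move one way and does not compare them with other genes, called 16, of which 4, 3, 0 and 0 were in p300KO_Tet2KO vs Tet2KO, p300KO vs WT, Tet2KO vs WT and the interaction. These tests treat the correlation between genes differently, and the cause was not tested further.

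With the sex covariate, 12, 9, 15, 13 and 14 lists were called in the 5 comparisons (same order), against 18, 10, 12, 11 and 13 without it.

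The replicate numbers do not pair the libraries throughout: residual correlations between libraries of the same number ran from -0.142 to 0.126 in the 4 comparisons, and not all were above 0.1. For replicate 3, the library of the same number was the best partner in every pair of groups except WT with p300KO_Tet2KO. Its correlation was 0.126 in Tet2KO with p300KO_Tet2KO and -0.0608 in WT with p300KO_Tet2KO. A batch shared by the replicate 3 libraries is therefore not ruled out. With a replicate block the interaction had 2 genes, and 597, 656, 158 and 1349 genes were called in p300KO_Tet2KO vs Tet2KO, p300KO vs WT, Tet2KO vs WT and p300KO_Tet2KO vs WT. With the block, list calls ended for IL2-STAT5 signalling in p300KO_Tet2KO vs Tet2KO (adjusted p = 0.0506) and cell cycle targets in the interaction (0.129). They were gained in p300KO vs WT for granulocyte-monocyte genes (higher, adjusted p = 0.0260) and mast, basophil and dendritic cell markers (lower, 0.0478), in Tet2KO vs WT for the latter (lower, 0.0399), and in the interaction for neutrophil and macrophage markers (lower, 0.0281). With an estimated correlation and no block these had adjusted p = 0.9499, 0.921, 0.893 and 0.910.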

Other observations

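Of the tests in this part, those of the lymphoid list against sex, mature cells and cell shares were chosen after the results were seen, and the splits of the libraries were planned. Further single genes were lower in the groups labelled as p300-deleted. Among acetyltransferases and deacetylases, Hdac9, a class IIa deacetylase gene, fell in p300KO_Tet2KO vs Tet2KO (log2 fold change -1.62, adjusted p = 5.73e-04), p300KO vs WT (-1.22, adjusted p = 0.00383) and p300KO_Tet2KO vs WT (-1.42, adjusted p = 5.63e-04), and Hdac1 fell in the last (-0.77, adjusted p = 0.00856). The list as a whole was not called in these 3 comparisons (adjusted p = 0.494, 0.727 and 0.124). The prolyl hydroxylase gene Egln3 fell in the same comparisons (-1.25, adjusted p = 1.33e-04 in p300KO_Tet2KO vs Tet2KO, -1.13, adjusted p = 2.30e-04 in p300KO vs WT and -1.34, adjusted p = 3.08e-05 in p300KO_Tet2KO vs WT). The cell cycle inhibitor gene Cdkn1a fell in p300KO_Tet2KO vs Tet2KO (-2.40, adjusted p = 0.00382) and in p300KO_Tet2KO vs WT (-2.53, adjusted p = 0.00121). It was also called lower in p300KO vs WT, a call that ended in 5 of the 6 fits that left out 1 library (adjusted p up to 0.101). The endothelial adhesion gene Pecam1 fell in p300KO_Tet2KO vs Tet2KO (-1.03, adjusted p = 1.48e-04) and in p300KO vs WT (-0.71, adjusted p = 0.00167). It was called lower in p300KO_Tet2KO vs WT too, in all 6 fits that left out 1 library.

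Long-term HSC genes moved both ways in p300KO_Tet2KO vs WT, with 6 higher, 3 lower and 25 not called of 34, with 8 and 3 adjusted over the list alone (adjusted p = 0.297, and adjusted p = 0.0210, as higher, with the sex covariate, against 0.891 with an estimated correlation and no covariate). The receptor gene Clec1a rose (1.96, adjusted p = 1.95e-04), as did the angiopoietin receptor gene Tek (1.06, adjusted p = 0.00535), while the SLAM family gene Slamf1 fell (-1.35, adjusted p = 0.00622). Erythroid genes had 1 higher, 0 lower and 23 not called of 24, with 1 and 0 adjusted over the list alone, with the transcription factor gene Tal1 rising (0.62, adjusted p = 0.00967).

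Lower RNA of the lymphoid list with the p300 label in both Tet2 labels is another pattern to follow up. With the share of missing Y-linked RNA as a covariate, the median log2 change of the list was -0.94 in p300KO vs WT and -1.10 in p300KO_Tet2KO vs Tet2KO, against -1.06 and -1.08 without it, which argues against sex as the whole cause. A loss of mature B and plasma cells, which the lineage gate would remove, should lower Ighm and Igkc, their most abundant transcripts. The lower 95% bounds of 3 of the 4 values lay above the list's median, which argues against an equal fall in these transcripts. Ighm was at 1.19 (0.00312 to 2.37) and Igkc at 1.86 (0.230 to 3.48) in p300KO_Tet2KO vs Tet2KO. In p300KO vs WT, Igkc was at 0.94 (-0.65 to 2.54), and Ighm at -0.08 (-1.25 to 1.08) was the exception. Cd79a, a member of both the mature B cell list and the lymphoid list, was called lower in p300KO vs WT. That call ended in 4 of the 6 fits that left out 1 library (adjusted p up to 0.183), and a smaller loss there is not ruled out. With 16 of 39 members lower in both comparisons, where independent calls would share 11.8, a smaller share of lymphoid-primed cells in the gate and lower expression per cell cannot be told apart, since both give the same bulk values.

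The splits of the libraries were as follows. In p300KO_Tet2KO vs Tet2KO the real split called 695 genes and the highest of the other splits 1, in p300KO vs WT 698 and 25, in Tet2KO vs WT 113 and 6, and in p300KO_Tet2KO vs WT 1504 and 1. The 10 splits of 6 libraries are too few for a share under 0.05. For the interaction the real split called 0 genes, so all 100 splits called at least as many by construction, and the splits decide nothing about chance there. The highest of the other splits called 413 and another 361, which points to a structure of the samples. Both held 1 of the 6 p300-deleted libraries on the side counted as positive, so differences with the p300 label enter their contrast, but 3 other splits with 1 there called 0, so this number alone does not explain them.

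At the same adjusted p threshold, 515 genes were lower and 180 higher in p300KO_Tet2KO vs Tet2KO with edgeR, and 862 lower and 390 higher with a DESeq2 Wald test. The study reports more genes in both directions than either test.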
